# RNA sequencing and proteomic profiling reveal different alterations by dietary methylmercury in the hippocampal transcriptome and proteome in BALB/c mice

**DOI:** 10.1093/mtomcs/mfab022

**Published:** 2021-04-23

**Authors:** Ragnhild Marie Mellingen, Lene Secher Myrmel, Kai Kristoffer Lie, Josef Daniel Rasinger, Lise Madsen, Ole Jakob Nøstbakken

**Keywords:** methylmercury, RNA sequencing, mice, proteomic, hippocampus

## Abstract

Methylmercury (MeHg) is a highly neurotoxic form of mercury (Hg) present in seafood. Here, we recorded and compared proteomic and transcriptomic changes in hippocampus of male BALB/c mice exposed to two doses of MeHg. Mice were fed diets spiked with 0.28 mg MeHg kg^–1^, 5 mg MeHg kg^–1^, or an unspiked control diet for 77 days. Total mercury content was significantly (*P* < 0.05) increased in brain tissue of both MeHg-exposed groups (18 ± 2 mg Hg kg^–1^ and 0.56 ± 0.06 mg Hg kg^–1^). Hippocampal protein and ribonucleic acid (RNA) expression levels were significantly altered both in tissues from mice receiving a low dose MeHg (20 proteins/294 RNA transcripts) and a high dose MeHg (61 proteins/876 RNA transcripts). The majority but not all the differentially expressed features in hippocampus were dose dependent. The combined use of transcriptomic and proteomic profiling data provided insight on the influence of MeHg on neurotoxicity, energy metabolism, and oxidative stress through several regulated features and pathways, including RXR function and superoxide radical degradation.

## Introduction

The organic methylmercury (MeHg) originates from both natural and anthropogenic sources and is abundantly spread in the atmosphere and biosphere.^1–^^4^ The compound biomagnifies along the aquatic food chain,^5^ and the main exposure route of MeHg for humans is through seafood consumption.^6^ However, mercury (Hg) exposure differs highly among consumers, as different types of seafood with varying levels of MeHg are consumed with different frequency among populations.^7–^^11^ Extensive studies have been conducted based on major contamination incidents in Japan and Iraq where levels of exposure to MeHg were high^12–^^17^; however, the levels of MeHg in most consumed commercial fish species are often relatively low.^11^ Further, MeHg exposure exerts a non-monotonic dose response rather than a linear dose response.^18,19^ Thus, effects reported at low exposure doses in animal trials are not necessarily observed at high doses of MeHg exposure.^18,19^ The European Food Safety Authority (EFSA) did in their latest evaluation of MeHg establish a tolerable weekly intake level for MeHg at 1.3 µg kg^–1^ bw (EFSA 2012). However, since recent studies discuss the validity of such a threshold dose, research on low dose effect of MeHg is required.

Factors determining the grade of mercury toxicity comprise the quantity of the metal ingested, exposure time, and the chemical form of mercury.^3,20,21^ In addition to a long half-life of MeHg, age and habitat are determinants affecting the levels of accumulated mercury in the brain of both humans and wildlife animals.^22–^^26^ As different types of seafood contain different levels of MeHg and the intake of seafood differs, the levels of Hg exposure in humans will also vary. A comprehensive understanding of MeHg toxicity at a range of doses is therefore important. MeHg is one of the most toxic forms of mercury able to cross the blood–brain barrier and influence the neurological system, causing the developing and maturing brain to be particularly vulnerable.^2,27^ Effects of MeHg on behavioral performance in adolescent mice have been observed,^19^ and whereas some effects of MeHg exposure are well documented, the underlying mechanisms are still not fully uncovered. The hippocampus is associated with learning, memory, and IQ, factors pertinent in MeHg toxicity, and is therefore an important target region of the brain for effects of MeHg.^87^

During the last decade, proteomic tools have been increasingly used to identify novel processes and biological pathways regulating toxicological responses to different substances,^28^ such as the elucidation of mechanisms underlying MeHg neurotoxicity in experimental animal model systems.^29–^^37^ Both proteomic^38^ and transcriptomic^39^ tools have been extensively used to investigate MeHg toxicity in different species. However, to date only a few have used an integrated application of proteomic and transcriptomic data to unravel mechanisms underlying MeHg neurotoxicity.^40^ By combining different omics techniques, additional cellular and molecular mechanisms may be identified and thus, more molecular changes at low exposure levels may be detected.^41^ This was demonstrated when the neurotoxic potential of persistent organic pollutants was investigated in juvenile female BALB/c mice, by the combined use of genes and proteins in a targeted biological network analyses.^42^ Knowledge gaps still exist for a full understanding concerning the cellular processes and downstream biochemical pathways governing MeHg toxicity.^43^ Hence, combining transcriptomic and proteomic approaches followed by pathway analysis software may uncover molecular mediators both at the transcript and protein levels, providing additional evidence for possible mechanisms of action underlying the observed MeHg toxicity.^41,44^ In our study, we implemented a sensitive approach combining proteomics and ribonucleic acid (RNA) sequencing to elucidate the difference between the sub-chronic exposure of a high dose of 5 mg MeHg kg^–1^ feed or a more environmentally relevant low dose of 0.28 mg MeHg kg^–1^ feed in BALB/c mice during adolescence and early adulthood.

## Materials and methods

### Experimental animals and study design

Male mice of the inbred BALB/c strain were obtained from Taconic Biosciences (Ejby, Denmark) at the age of 2–3 weeks weighing 10 ± 2 g (SD). Young mice were chosen due to the increased sensitivity to neurotoxic substances during adolescence, a developmental period where important alterations and maturation of the brain occur.^45,46^ The mice were individually housed (NexGen IVC, Allentown Inc., Allentown, NJ, USA) and kept in a controlled environment at 24 ± 2°C, 50% humidity, and a 12/12 h light/dark cycle. The mice were given sufficient feed to ensure growth and had *ad libitum* access to water.

After 5 days of acclimatization, mice were weighed and assigned to experimental groups (*n*/group = 6), ensuring a similar mean body mass, and fed experimental diets spiked with MeHg or an unspiked control diet for 11 weeks. The mice were weighed once a week and fed three times a week with experimental diets. Body composition was assessed at the end of the experiment using a Minispec LF50mq7.5 NMR Analyzer (Bruker Corporation, MA, USA), and percentage body fat and lean mass were calculated. The animal trial and associated experimental protocols were approved by the Norwegian Food Safety Authority (Mattilsynet; FOTS ID: 12400).

### Experimental diets

The AIN-93G purified diet (Harlan Laboratories Ltd, Indianapolis, IN, USA) served as a basis for all experimental diets. All ingredients required for preparation of the diets were mixed in a Crypto Peerless blender, EF20 (Crypto Peerless, Halifax, UK) and finalized feeds were stored at −20°C. The experimental diets were spiked with 0.28 mg MeHg kg^–1^ and 5 MeHg mg kg^–1^. An approximation of exposure doses giving a rough estimate of MeHg exposure per bodyweight was conducted. The estimate was based on total feed intake, the corresponding MeHg content in feed, divided by length of experiment (in days) and average body weight throughout the study, resulting in the approximate exposure doses of 0.04 mg MeHg kg^–1^ bw^–1^ day^–1^ (low dose; LD) and 0.67 mg per kg^–1^ bw^–1^ day^–1^ (high dose; HD).

In brief, for the preparation of diets, a MeHg stock was made, with a concentration of 1 mg MeHg ml^–1^, where 116.4 mg MeHg-Cl [methylmercury(II)chloride, Sigma-Aldrich, Darmstadt, Germany] was mixed with 1 ml ethanol and added to 49 ml dH_2_O. Further, 56.4 mg cysteine (L-cysteine from non-animal source; Sigma-Aldrich, Darmstadt, Germany) was mixed with 50 ml dH_2_O and added to the MeHg solution. The molar ratio MeHg:Cys was 1:1. The HD stock was diluted with dH_2_O to prepare the LD stock with a concentration of 0.058 mg MeHg ml^–1^. A cysteine stock was made by mixing 56.4 mg cysteine with 99 ml dH_2_O and 1 ml ethanol, and the stock was added to the control (Ctr) feed.

The added levels of Hg were verified by inductively coupled plasma mass spectrometry (ICP-MS) analysis (described in Section 2.4). The Hg levels in the Ctr feed were below the limit of quantification (LOQ) for the instrument (*n* = 4) and the LD and HD MeHg levels in the experimental diets were in accordance with nominal concentrations within the uncertainty range (±20%) of the method (*n* = 4).

### Tissue and feces sampling

At termination, the mice were anesthetized with isoflouran (4%) using an Univentor 400 Anesthesia Unit apparatus (Univentor Limited, Zejtun, Malta) with airflow at 404 ml min^–1^. The mice were euthanized through bilateral thoracotomy and blood sampling through cardiac puncture. Hippocampus, cortex, tibialis, quadriceps femoris, kidneys, and liver were dissected out, weighed, and collected in plastic bags. All organs were snap-frozen in liquid nitrogen and further stored at −80°C.

### Mercury quantification

Total Hg (THg) was determined in cortex by direct mercury analysis (DMA-80, Milestone, Sorisole, Italy) as described by the United States Environmental Protection Agency.^47^ Two certified reference materials were used: dogfish liver (Dolt-4; National Research Council Canada, Ottawa, Ontario, Canada) and tuna fish (ERM-CE464; European Reference Material ERM). The obtained values of the reference material were within the uncertainty of the method (±20%). LOQ of the method is 0.08 ng Hg.

THg concentrations in diets were quantified by ICP-MS (Thermo iCAP Q, ThermoFisher Scientific, Waltham, MA, USA) as described by Julshamn *et.al*.^48^ The apparatus was equipped with a FAST SC-4 DX auto sampler (Elemental Scientific, Omaha, NE, USA). The samples were decomposed by UltraWAVE, Single Reaction Chamber Microwave Digestion System (Milestone, Sorisole, Italy) prior to the analyses. Rhodium, germanium, and thulium were used as internal standards to correct for any drift of the instrument. Two certified reference materials were used: lobster hepatopancreas (Tort-3; National Research Council Canada, Ottawa, Ontario, Canada) and oyster tissue (SRM-1566b; National Institute of Standards and Technology, Gaithersburg, MD, USA). The obtained values of the reference material were within the uncertainty of the method (±20%). The LOQ of this method is 0.005 mg kg^–1^ for mercury.

### Proteomic analysis

A total of 12 hippocampus samples (four mice per exposure group) were prepared for proteomic analysis. Sample preparation and protein mass spectrometry were performed as previously described,^49^ following standard protocols and procedures at the Proteomics Unit at the University of Bergen, Norway (PROBE). In short, proteins were extracted and solubilized in lysis buffer (4% SDS, 0.1 M Tris–HCl, pH 7.6). Samples were subjected to sonication (Q55 Sonicator, Qsonica, CT, USA), centrifuged (10 min at 13 000 rpm), and supernatants were collected. Protein concentration was determined (Pierce™ BCA Protein assay kit, Thermo Scientific) and samples were digested with trypsin following a filter-aided sample preparation digestion protocol as described by Wiśniewski *et al.*^50^ Tryptic peptides (0.5–1 µg) dissolved in 2% acetonitrile and 0.1% formic acid were injected into an Ultimate 3000 RSLC system (Thermo Scientific, CA, USA) connected to a linear quadrupole ion trap-orbitrap (LTQ-Orbitrap Elite) mass spectrometer (Thermo Scientific, Bremen, Germany) equipped with a nanospray Flex ion source (Thermo Scientific). Raw data obtained in data-dependent acquisition mode were analyzed as described by Tyanova *et al.*^51^ In short, MaxQuant^52^ with the built-in search engine Andromeda^53^ was used for protein identification and protein quantification. MaxQuant (version 1.6.4.0) parameter settings were set as described before.^49^ Only reviewed protein sequences of the mouse proteome (UniProt proteome: UP000000589; accession date: 08.11.2018) were used for protein identification. False discovery rates for peptide and protein identification were set to 1%; only unique peptides were used for label-free quantification (LFQ). MaxQuant data were processed further using Perseus (version 1.6.10) as described in Tyanova *et al.*^54^ Protein expression data including LFQ intensities, statistical significance, fold changes, and protein identification features including accession numbers, protein names, isoelectric point, molecular weight, and protein identification metrics are provided in Table S1.

### RNA sequencing

Five hippocampus samples from each group were included for RNA sequencing. Total RNA was extracted from each sample using BioRobot^®^ EZ1 and RNA Tissue Mini Kit (Qiagen, Hilden, Germany), including DNAase treatment as instructed in the RNA Tissue Mini Kit manual (Qiagen, Hilden, Germany). RNA quality was analyzed using a NanoDrop ND-1000 UV–vis Spectrophotometer (NanoDrop Technologies, Wilmington, USA). Agilent 2100 Bioanalyzer and RNA 6000 Nano LabChip kit (Agilent Technologies, Palo Alto, USA) were used to validate RNA integrity. Samples had 260/280 and 260/230 ratios between 2.0 and 2.1 and between 2.0 and 2.2, respectively. The average RNA integrity number of all samples was 8.3 ± 0.4. Sequencing and library preparation were performed by the Norwegian Sequencing Centre (www.sequencing.uio.no). DNA libraries were prepared using 90 ng total RNA input to the TruSeq Stranded RNA Library Prep Kit (Illumina) and standard Illumina adaptors for multiplexing. Libraries for each individual sample were sequenced using the NextSeq Illumina platform according to the manufacturer’s instructions, generating single-end 75 bp read libraries with an average library size of 15 ± 2 million reads. TrimGalore 0.4.2 tool (https://github.com/FelixKrueger/TrimGalore) was applied for removing adaptors and for quality trimming using default parameters. Sequence quality for each sample was investigated using FastQC imbedded in TrimGalore. Libraries were mapped individually to the *Mus Musculus* genome (Ensembl genome build NCBIM37, downloaded July 2015) using the Hisat2 short read aligner version 2.0.4. Transcript abundance for the individual libraries was estimated using FeatureCounts^55^ of the Subread package (http://subread.sourceforge.net/). Count data was normalized using the DESeq2 (version 1.18.1)^56^ included in the Bioconductor R package (version 3.4.4). Features for which the row sum was <10 reads were excluded from further analysis prior to normalization and differential expression analysis. RNA expression data, including gene identification, statistical significance, and fold changes, are provided in Table S2, while all raw data have been uploaded to the gene expression omnibus (GEO) with accession number GSE135381.

### Statistical analyses and bioinformatics

Tissue levels of mercury and physiological parameters were statistically evaluated using GraphPad Prism^®^ 7.05 (GraphPad Software Inc., La Jolla, CA, USA) using one-way analysis of variance (ANOVA) followed by Tukey's multiple comparison test. Normality was tested by D'Agostino and Pearson normality test and Shapiro–Wilk normality test, and homogeneity of variance was assessed using Brown–Forsythe and Bartlett's test. If these assumptions were not met, statistics were performed on Box-Cox transformed data.

Qlucore Omics Explorer 3.5 (Qlucore AB, Lund, Sweden) was used for statistical analysis of proteomic and transcriptomic data. Prior to statistical analysis, pre-processed RNA seq data were log2 transformed; proteomics data were analyzed as output by Perseus using log10 transformed LFQ intensity data. Data were analyzed using ANOVA comparing the three groups followed by planned contrasts, to investigate the specific comparisons between groups. In the omics analyses, *P*-values were used at a threshold of *P* < 0.05 for statistical significance. The use of *P*-values has previously been recommended to increase the sensitivity of omics analyses^57^; however, this may also increase the chance of obtaining false positives of which the reader should be aware. Therefore, multiple test-corrected *q*-values are also reported in Tables S1 and S2. The use of *P*-values was chosen since the simultaneous application of RNA sequencing and proteomics reduces the chance of obtaining false positives by increasing the weight of evidence. The data were further examined by principal component analysis (PCA). Nomenclature of proteins and RNA transcripts are based on the UniProt database and are denoted in the text with uppercase and lower case letters, respectively. Overlapping features between proteins and RNA transcripts are denoted with italic uppercase letters.

Biological network analyses were conducted in the software Ingenuity Pathway Analysis (IPA; Qiagen, Redwood City, CA, USA). The entire datasets of proteins and transcripts were imported to IPA using UniProt and Ensembl Genomes accession numbers for proteins and transcripts, respectively. A threshold of *P* < 0.05 was chosen for accepting statistical significance; human, rats, and mice were the species of selection; and the settings for specification of tissues and cells were narrowed down to “nervous system,” “central nervous system (CNS) cell lines,” and “neuroblastoma cells.” “Core analysis” (using default settings) was performed on proteins and RNA transcripts separately in each group, for further manual inspection and comparison. Comparison analyses were done in IPA to summarize similarities between LD and HD, as well as overlap between RNA seq data and proteomic data. For illustrative purposes, the online software Venny 2.1.0^58^ was used to generate all Venn diagrams.

## Results

To explore how dietary MeHg influences protein and RNA expression in hippocampus, we sub-chronically exposed BALB/c mice to a low dose MeHg (LD; 0.28 mg Hg kg^–1^ feed, corresponding to ∼0.04 mg MeHg kg^–1^ bw^–1^ day^–1^), a high dose MeHg (HD; 5 mg Hg kg^–1^ feed corresponding to ∼0.67 mg MeHg kg^–1^ bw^–1^ day^–1^), or an unspiked control feed (Ctr). We recorded different physiological parameters, determined Hg concentrations in brain tissue, and performed transcriptomic and proteomic analyses on hippocampus.

### Physiological parameters and mercury levels in the brain

During the dietary exposure, no mortality or clinical signs of toxic MeHg effects were observed. Physiological endpoints, such as body weight, feed intake, body composition, and organ weights, and hematology of the mice were assessed throughout the trial and *post mortem* (Fig. S1 and Table S3). Apart from a small decrease in hemoglobin in the HD mice, no significant changes were observed between treatments for these parameters. As expected, the Hg levels in cortex were significantly (*P* < 0.05) higher in HD-fed mice than LD-fed mice and the Ctr (Fig. 1). Hg levels in LD-fed mice were also significantly (*P* < 0.05) higher than in the Ctr-fed mice.

**Fig. 1:**
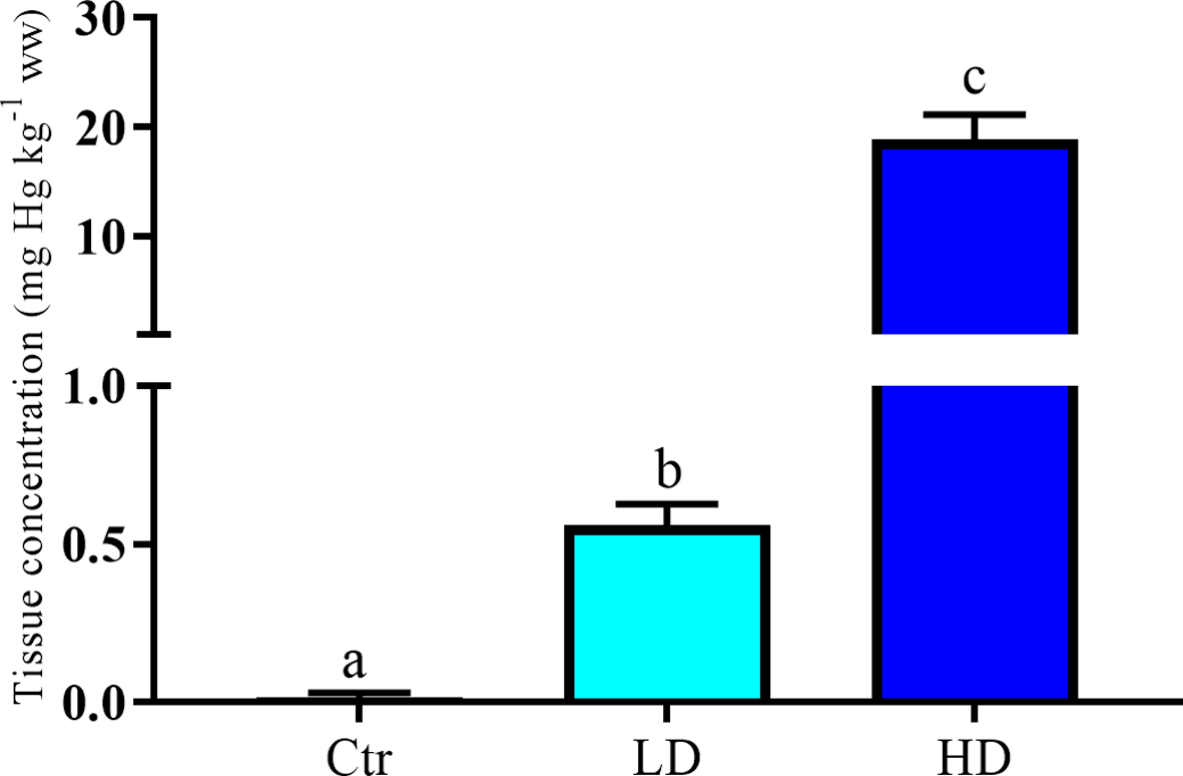
Hg concentration (mg Hg kg^–1^, ww) in cortex collected during the last week of the experiment. Data are presented as means with 95% confidence interval spread (*n* = 6). Different letters indicate statistical significance between groups. Statistics are performed using one-way ANOVA and Tukey's multiple comparison test on Box-Cox transformed data; raw data are presented in figure. Abbreviations: Ctr, control; LD, low dose; HD, high dose; ww, wet weight.

### Principal component and hierarchical cluster analyses

A total of 2224 proteins and 21 412 RNA transcripts from hippocampus were analyzed using the Qlucore Omics Explorer (QOE, version 3.5, Qlucore, Lund, Sweden). 

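RNA from the hippocampus of 5 mice in each group was sequenced by the authors, and the deposited values are their read counts per Ensembl gene divided by DESeq2's size factors. Ctr mice received feed without added MeHg, and the feed of LD mice held 0.28 mg and that of HD mice 5 mg MeHg per kg. The deposited normalized counts cover 21412 genes of the NCBIM37 build and 30 libraries, of which the 15 libraries of the Ctr, LD and HD groups are used for these comparisons. The other 15 libraries are from groups labelled as given selenium. Whole reads could be recovered for every value, and the size factors were those that the median-of-ratios method gives over all 30 libraries. The reads counted on genes were between 5768208 and 9121958 per library in Ctr mice, with a median of 7119788. In LD mice they were between 7375942 and 11510521, with a median of 8185465, and in HD mice between 7133831 and 10783739, with a median of 10159514. The median was thus lowest in the Ctr libraries. The comparisons below were made with limma's moderated test with trend on log2 of the normalized count plus 1, over the 20031 genes with a sum of at least 10 normalized counts in the 15 libraries. Of the 21412 identifiers, 21326 had a symbol in the annotation of the same build.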

PCA (Fig. 2) revealed a clear separation between the three groups (HD, LD, and Ctr) indicating distinct protein and RNA expression patterns. 

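A PCA of log2 normalized counts, with each gene scaled to unit variance, was made over the genes that differed between the 3 groups at an unadjusted limma F test p under 0.05. The first component held 44.5% of the variance, the second 11.8% and the third 6.7%. With the genes limited to those with a mean of at least 10 normalized counts, the share of the first component was 50%. Between-group differences made up 73.9% of the sum of squares on these 3 components. Because the genes were selected by the group test, the mice were also regrouped at random and the genes selected again each time. In the other regroupings this share had a median of 72.2% and lay between 64.9% and 81.1%, and 39 of the 100 groupings, the real one included, had a share as large as the real one. Over all genes tested, without selection, the first component held 15.2% of the variance, the second 14.2% and the third 12.6%. Group differences then made up 14.95% of the total sum of squares, against a mean of 14.3% over permuted group labels (permutation test with 100000 resamples, one-sided, p = 0.309).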

In total, 93 proteins and 1295 RNA transcripts were found to be significantly regulated (*P* < 0.05) following a one-way ANOVA analysis.

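Of the 20031 genes tested, 1320 (6.59%) had an unadjusted p under 0.05 in limma's moderated F test over the Ctr, LD and HD groups, where 5% of the genes would be 1002. After Benjamini-Hochberg adjustment over all genes tested, 20 genes had an adjusted p under 0.05, and the lowest adjusted p was 0.00105. Fitting all 30 libraries together moved the unadjusted count most, to 2024 genes.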

**Fig. 2:**
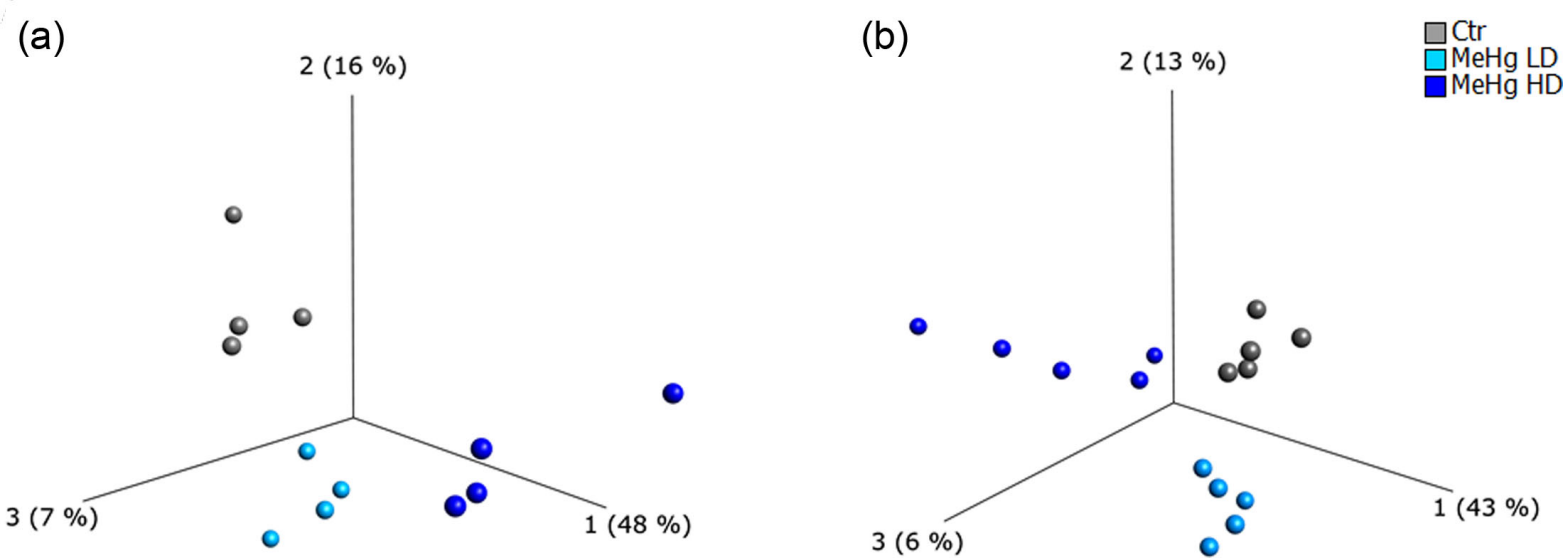
PCA of proteins (A, *n* = 4) and RNA transcripts (B, *n* = 5). Multigroup comparisons (ANOVA) were performed using QOE, *P* < 0.05. Abbreviations: Ctr, control; LD, low dose; HD, high dose.

### Integration of transcriptomic and proteomic analyses, comparing low dose and high dose MeHg exposure

*Post hoc* analyses were performed for each treatment group following the one-way ANOVA. 

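In LD mice, 292 genes (164 up/128 down) had an unadjusted p under 0.05 both in limma's F test over the 3 groups and in the contrast with Ctr mice. The share that rose was 56.2%, and it was 48.4% in edgeR and 49.8% in DESeq2. Without the condition on the F test, the contrast alone gave 603 genes, which is 3.01% of the genes tested. No gene passed an adjusted p of 0.05, and the lowest adjusted p was 0.999. These p-values rest on a variance that is shared with the HD mice. Among the 292 genes, 55.1% had a mean of fewer than 10 normalized counts, and requiring a mean of at least 10 before the fit left 137 genes. Of the 292 genes, 17 had a mean of at least 10 normalized counts and all 5 LD mice beyond all 5 Ctr mice. The largest increases among these were in Lhfpl1, Scube1, Zap70, 4933407L21Rik and Gm17393, with log2 fold changes from 0.99 to 0.56. Scube1 (ENSMUSG00000016763) rose from 219 ± 70.7 (SD, n = 5) to 423 ± 91.5 (SD, n = 5) normalized counts. Its exact permutation p (two-sided) was 0.00794, the smallest p that 5 mice against 5 allow. Choosing genes with all 5 LD mice beyond all 5 Ctr mice fixes this p, so it is no separate test of the change. The largest decreases were in Fbln5, Xkrx, Per2, Slc13a3 and Rhobtb2, with log2 fold changes from -0.68 to -0.28. Per2 (ENSMUSG00000055866) fell from 343 ± 44.8 (SD, n = 5) to 235 ± 56.1 (SD, n = 5) normalized counts (exact permutation p = 0.00794, fixed by the same choice). A score of 9 other clock genes, listed after Per2 was seen, was also lower in LD mice. The contrast p-values were lowest for Oc90, 4933427I22Rik, Slc45a2, Gm13706 and Plek2, with means of 0.763, 3.54, 3.75, 0.198 and 5.99 normalized counts in LD mice.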

Comparing the LD group with the Ctr group revealed differential expression (*P* < 0.05) of 20 proteins (8 up/12 down) and 294 RNA transcripts (148 up/146 down). Compared with Ctr mice, 61 proteins (21 up/40 down) and 876 RNA transcripts (505 up/371 down) were differentially (*P* < 0.05) expressed in HD-fed mice.

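In HD mice, 1019 genes (673 up/346 down) had an unadjusted p under 0.05 in both limma's F test and the contrast with Ctr mice, and the contrast alone gave 1671 genes, or 8.34% of those tested. An adjusted p under 0.05 was reached by 26 genes, 25 of them up and 1 down, and the lowest adjusted p was 0.0068. The count of 26 depended on the test, with 0 genes in limma without a trend and 209 with all 30 libraries in one fit. These fits assume the same variance of a gene in all their groups, which was not tested. Of the 1019 genes, 210 had a mean of at least 10 normalized counts and all 5 HD mice beyond all 5 Ctr mice. The largest increases among them were in Itgax, Cd84, Cd14, Gfap and Lyz2. Itgax (ENSMUSG00000030789), on chromosome 7 from 135273061 to 135294171, had a log2 fold change of 3.46 (standard error 0.59, limma adjusted p = 0.0173) and 43.0 ± 38.1 (SD, n = 5) normalized counts against 2.12 ± 1.62 (SD, n = 5). Log2 fold changes were 2.58 for Cd84, 2.42 for Cd14 and 1.93 for Lyz2. The lowest contrast p-values were those of C4b and Mpeg1, followed by Gfap, Cd84 and Tyrobp. C4b (ENSMUSG00000073418), on chromosome 17 from 34865325 to 34880827, rose from 251 ± 32.4 (SD, n = 5) to 891 ± 453 (SD, n = 5) normalized counts, a log2 fold change of 1.69 (standard error 0.23). With each mouse left out in turn, its log2 fold change stayed between 1.45 and 1.87. The largest decreases were in Gm12174, A230009B12Rik, Defb36, A930033H14Rik and Skap1, with log2 fold changes from -1.29 to -0.98 and adjusted p-values between 0.168 and 0.378.

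**Figure D1:**
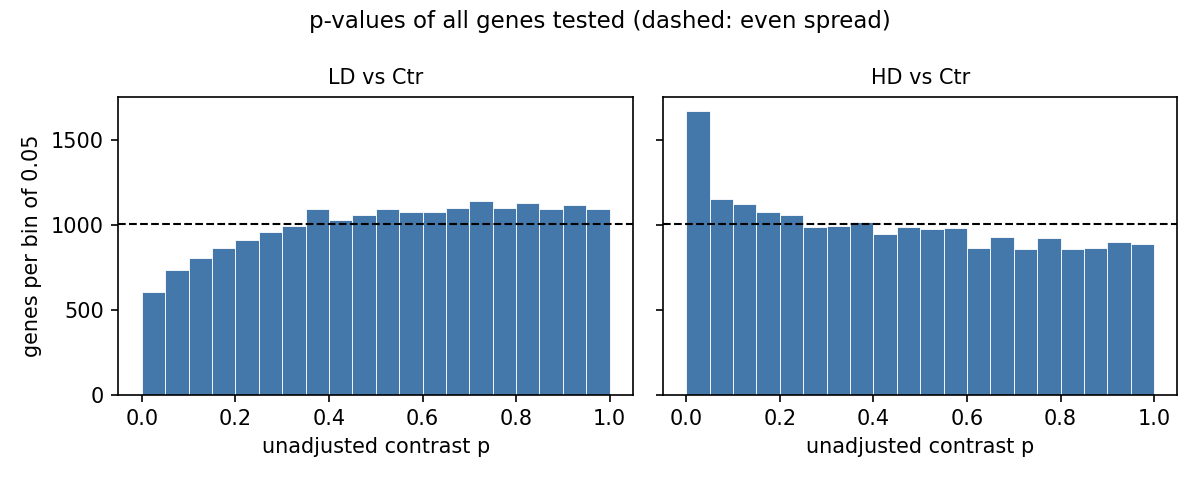
Number of genes per bin of 0.05 of the unadjusted limma contrast p-value, for LD against Ctr mice on the left and HD against Ctr mice on the right, over the 20031 genes tested. The dashed line is the even spread of 1002 genes per bin, and the first bin holds 603 genes for LD and 1671 for HD.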

Venn analysis of differentially expressed features revealed overlapping expression patterns between the LD and HD groups both on protein and RNA levels (Fig. 3). 

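Of the genes differentially expressed in LD or HD mice, 138 were in both lists, 154 in the LD list alone and 881 in the HD list alone. Without the condition on the F test 163 genes were shared, where independent lists of 603 and 1671 of the 20031 genes would share 50.3. The direction was the same at both doses for 136 of the 138 genes, with 96 up and 40 down, and it was opposite for 2. The change was larger in HD mice for 92 of the 138. A mean of fewer than 10 normalized counts was found for 52.2% of the shared genes, and with genes limited to a mean of at least 10 the overlap was 65. Both contrasts use the same 5 Ctr mice, and 43 of the 100 groupings of the 15 mice gave an overlap at least as large as 138, the real grouping included.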

In total, 120 of the differentially regulated RNA transcripts compared with Ctr were overlapping in the LD and HD groups (Table S5B). These overlapping transcripts are involved in a variety of molecular functions and processes, showing a top network in IPA related to hematological system development and function, inflammatory response, and tissue morphology (Table S5B). Of the differently regulated proteins in the LD and HD mice, 12 were overlapping, and showed a top network related to cell death and survival, cell morphology, and nervous system development and function (Table S5A).

**Fig. 3:**
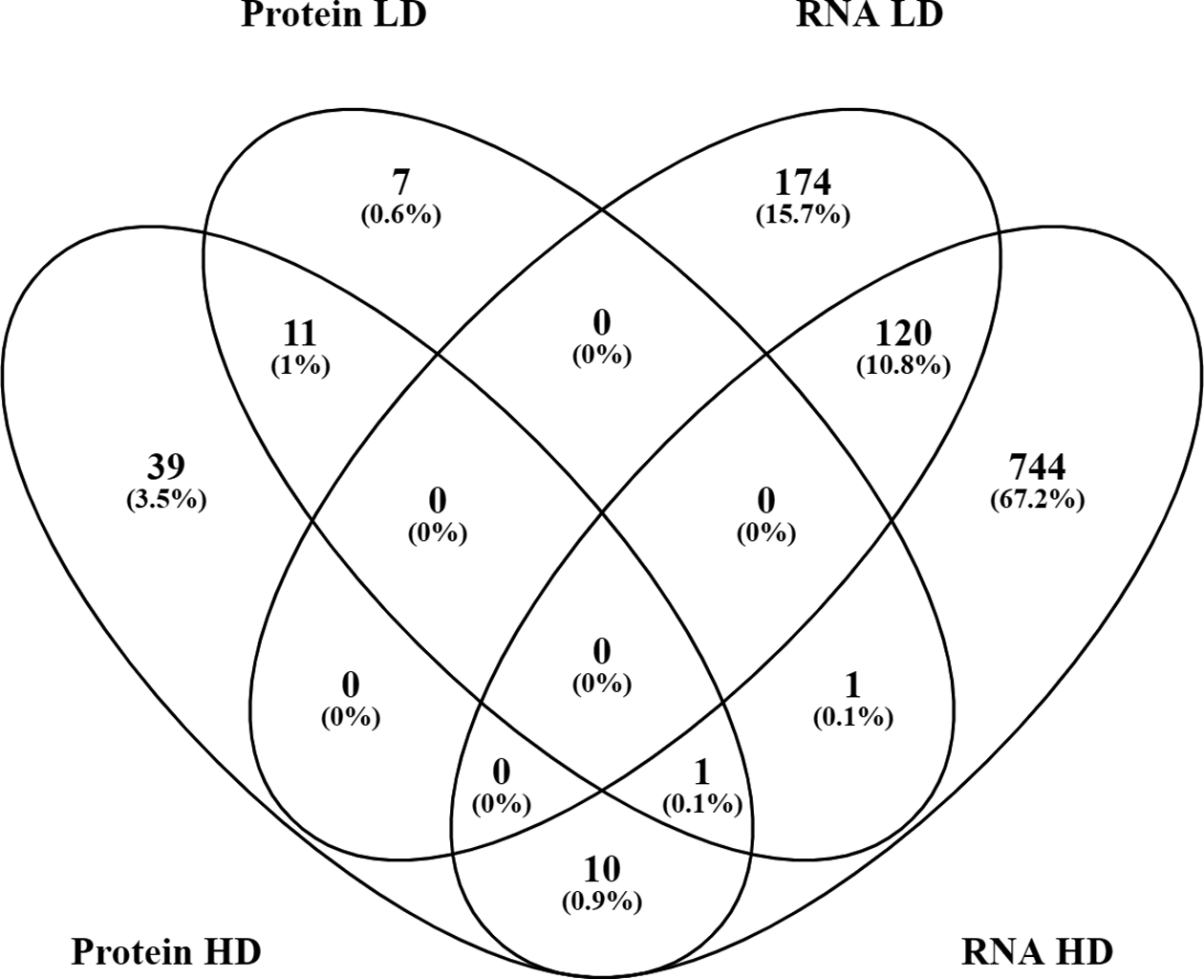
Overview of differentially expressed proteins and RNA overlapping between the two exposure groups. The differentially expressed features displayed are initially compared with the control group. Table of overlapping RNA and proteins is found in Table S5. Abbreviations: LD, low dose; HD, high dose; prot, proteins.

The broad range of non-overlapping features and the consequent identification of several non-overlapping pathways in IPA between the LD and HD groups (Table 1) could indicate certain selective effects from a low and a high dietary MeHg exposure on protein and RNA expression in the hippocampus. These results will, however, be weaker statistically since these are only detected in single groups, without the confirmation of protein/RNA overlap. Protein expression in hippocampus reveals differences in affected molecular pathways in LD compared with HD exposed mice. The top four canonical pathways affected in the LD group are related to either modulation of the neurotransmitter glutamate or cytoskeletal dynamics, while all the top five canonical pathways regulated in the HD group are related to changes in metabolism (Table 1). However, based on RNA expression, most affected canonical pathways are related to immunological effects both for LD- and HD-fed mice. Albeit effects in the HD group were more pronounced in terms of significance and feature coverage, effects also spanned into vascular, immune, and xenobiotic metabolism (Table 1).

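Scores of 18 sets of marker genes, listed before the values were seen, were computed per mouse as the mean over the set of log2 normalized count minus the gene's mean in Ctr mice. The score of the 16 microglia genes was 1.03 higher in HD than in Ctr mice, with an SD of 0.64 in HD and 0.10 in Ctr mice (exact permutation test, two-sided, n = 5 each, p = 0.00794). The score of the activated microglia genes was 1.24 higher, that of the NRF2 target genes 0.28 and that of the metallothionein genes 0.57, and in each case all 5 HD mice lay above all 5 Ctr mice. The reactive astrocyte score was 0.99 higher (exact p = 0.0238), with 3 of 5 HD mice above all Ctr mice and an SD of 1.05 in HD mice. With each mouse left out in turn, this difference lay between 0.50 and 1.29. The homeostatic astrocyte score was 0.29 higher (exact p = 0.0159). Across the 72 tests of 18 sets and 4 contrasts, 0 had an adjusted p under 0.05, 11 had an unadjusted exact p under 0.05, and the lowest adjusted p was 0.0952. The smallest exact p that 5 mice against 5 allow, 0.00794, was reached by 6 of these tests. A larger difference could not have lowered their adjusted p, so the count of 0 is no evidence against a change in these sets. In LD mice the microglia score differed from Ctr mice by 0.04 (exact p = 0.579) and the activated microglia score by -0.10 (exact p = 0.413). The difference between HD and LD mice was not tested.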

**Table 1.** Overview of main findings according to exposure group in the IPA software. Abbreviations: Ctr, control; LD, low dose; HD, high dose; RNA seq, RNA sequencing

Proteomic	*P*-value	No. of molecules	Proteomic	*P*-value	No. of molecules
LD			HD		
*Top canonical pathways*					
Glutamate-dependent acid resistance	0.0025	1	Glycerol degradation I	0.00014	2
Glutamate degradation III (via 4-aminobutyrate)	0.0062	1	Palmitate biosynthesis I	0.0076	1
RhoA signaling	0.0087	2	Glycerol-3-phosphate shuttle	0.0076	1
Signaling by Rho family GTPases	0.035	2	Fatty acid biosynthesis initiation II	0.0076	1
Mechanisms of viral exit from host cells	0.049	1	Tetrahydrobiopterin biosynthesis I	0.0114	1
*Top upstream regulators*					
NFIC	1.5E-06		MYRF	9.7E-10	
LEPR	2.2E-06		BCKDK	1.4E-08	
ST8SIA4	4.5E-06		EIF2AK4	1.4E-08	
BACE1	9.0E-06		TARDBP	2.2E-08	
FGFR2	1.5E-05		MTOR	4.3E-07	
					
RNA sequencing	*P*-value	No. of molecules	RNA sequencing	*P*-value	No. of molecules
LD			HD		
*Top canonical pathways*					
FXR/RXR activation	0.0129	4	Phagosome formation	1.4E-07	18
Systemic lupus erythematosus signaling	0.0219	5	Leptin signaling in obesity	3.2E-07	14
Nur77 signaling in T lymphocytes	0.0222	3	Adrenomedullin signaling pathway	1.9E-06	22
TREM1 signaling	0.0243	3	Dendritic cell maturation	2.5E-06	19
Cholecystokinin/gastrin-mediated signaling	0.0274	3	Xenobiotic metabolism signaling	6.7E-06	25
*Top upstream regulators*					
AGER	0.00162		KDM1A	2.5E-21	
IL12B	0.00226		MAPT	1.2E-16	
PTGER2	0.00495		IL10	2.1E-11	
B4GALNT1	0.00575		ST8SIA1	4.3E-10	
SSB	0.00931		B4GALNT1	9.7E-10	

### Joint findings between RNA transcriptomic and proteomic in hippocampus

To investigate overlapping proteins and RNA transcripts differently expressed after MeHg exposure, all features affected by MeHg exposure independent of dose were visualized in a Venn diagram (Fig. 4).

**Fig. 4:**
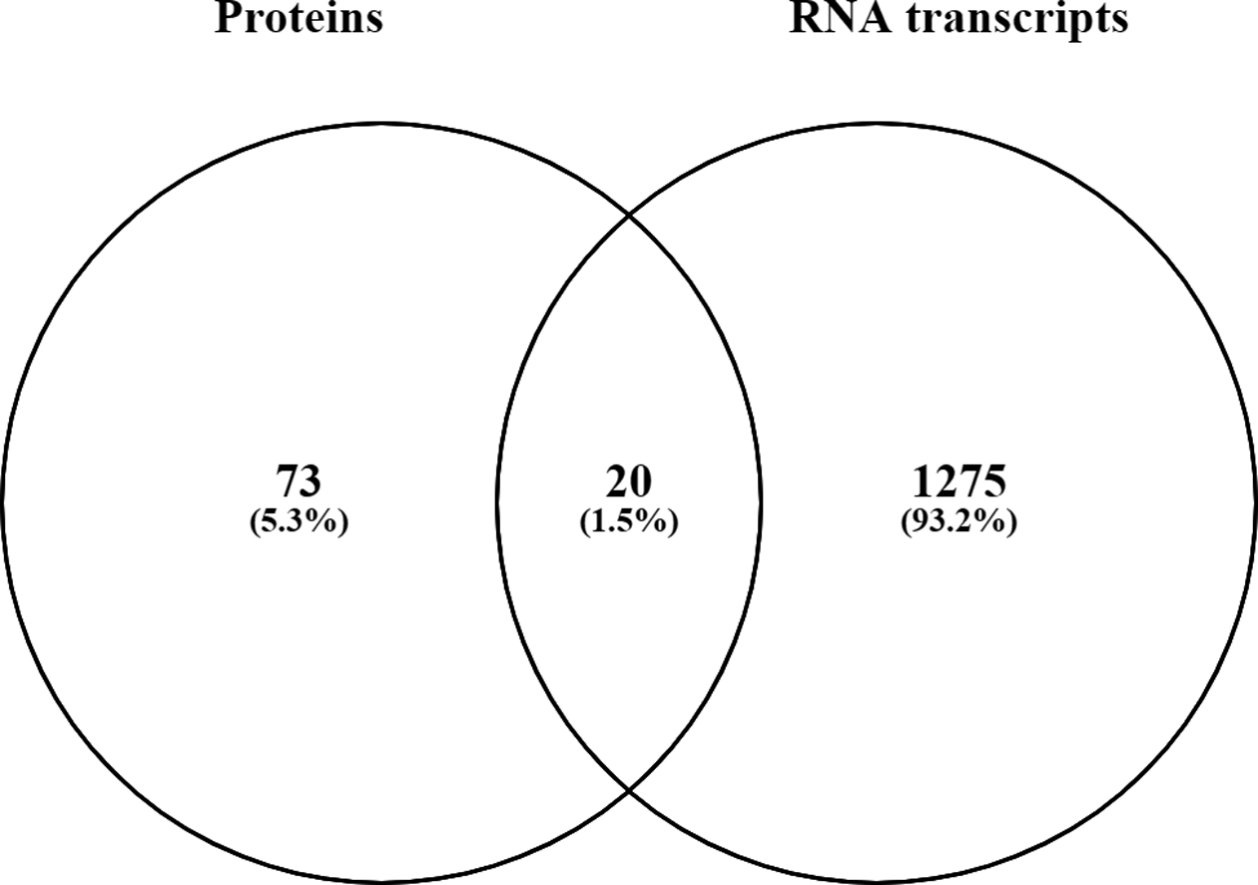
Comparison of differentially expressed proteins and RNA by MeHg exposure (LD and HD related to Ctr) detected through proteomics and RNA sequencing, respectively (one-way ANOVA, *P* < 0.05). Features are matched and overlapped independent of MeHg exposure dose. The overlapping features are presented in Table 2.

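At the RNA level, 18 of the 20 genes of Table 2 had an unadjusted limma F test p under 0.05 over the Ctr, LD and HD groups. The F test p was 0.0686 for Slc44a2, listed as CTL2, and 0.152 for Hadhb, listed as ECHB.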

A total of 20 features were significantly (*P* < 0.05, ANOVA) regulated both at the RNA and protein levels (Table 2). Of these, 12 specific features were significantly regulated (*P* < 0.05) following a two-group planned comparison *post hoc* test both at RNA expression and protein abundance levels. These 12 overlapping features were apolipoprotein E (*APOE*), dual specificity protein phosphatase 3 (DUS3), glial fibrillary acidic protein (GFAP), annexin A7 (ANXA7), 2-iminobutanoate/2-iminopropanoate deaminase (*RIDA*), catalase (*CATA)*, tetraspanin-2 (TSN2), ornithine aminotransferase, mitochondrial (*OAT*), vesicle-associated membrane protein 1 (*VAMP1*), complement C1q subcomponent subunit B (*C1QB*), GTP-binding protein Di-Ras2 (*DIRA2*), and glutamate decarboxylase 1 (DCE1), all mainly affected by the high dose MeHg exposure. 

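The HD contrast had an unadjusted limma p under 0.05 for 16 of the 20 genes, 16 also when adjusted over the 20 genes alone and 3 when adjusted over all genes tested. The list of 20 was chosen by the paper on these same libraries. The 3 genes with an adjusted p under 0.05 over all genes were Gfap, Hrsp12 (RIDA) and C1qb. Gfap (ENSMUSG00000020932), on chromosome 11 from 102748650 to 102762226, rose from 1748 ± 222 (SD, n = 5) to 12350 ± 11890 (SD, n = 5) normalized counts, a log2 fold change of 2.39 (standard error 0.35, limma adjusted p = 0.00716). The HD mice ranged from 4080 to 32820 normalized counts, and leaving out each mouse in turn kept the log2 fold change between 1.93 and 2.68. The standard error and adjusted p rest on a single variance shared by the 3 groups, although HD mice varied more than Ctr mice. C1qb (ENSMUSG00000036905), on chromosome 4 from 136436044 to 136442102, had 449 ± 244 (SD, n = 5) against 121 ± 24.4 (SD, n = 5) normalized counts and a log2 fold change of 1.71 (standard error 0.31, limma adjusted p = 0.0253). Hrsp12 (ENSMUSG00000022323), on chromosome 15 from 34413776 to 34425010, had 527 ± 65.2 (SD, n = 5) against 344 ± 42.8 (SD, n = 5) and a log2 fold change of 0.61 (standard error 0.11, limma adjusted p = 0.0196). Anxa7 rose by 0.16 on the log2 scale (limma unadjusted p = 0.065, exact permutation p = 0.0476). Its p was under 0.05 with quantile normalization, in the ordinary per-gene model, with all 30 libraries in one fit and in DESeq2.

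**Figure D2:**
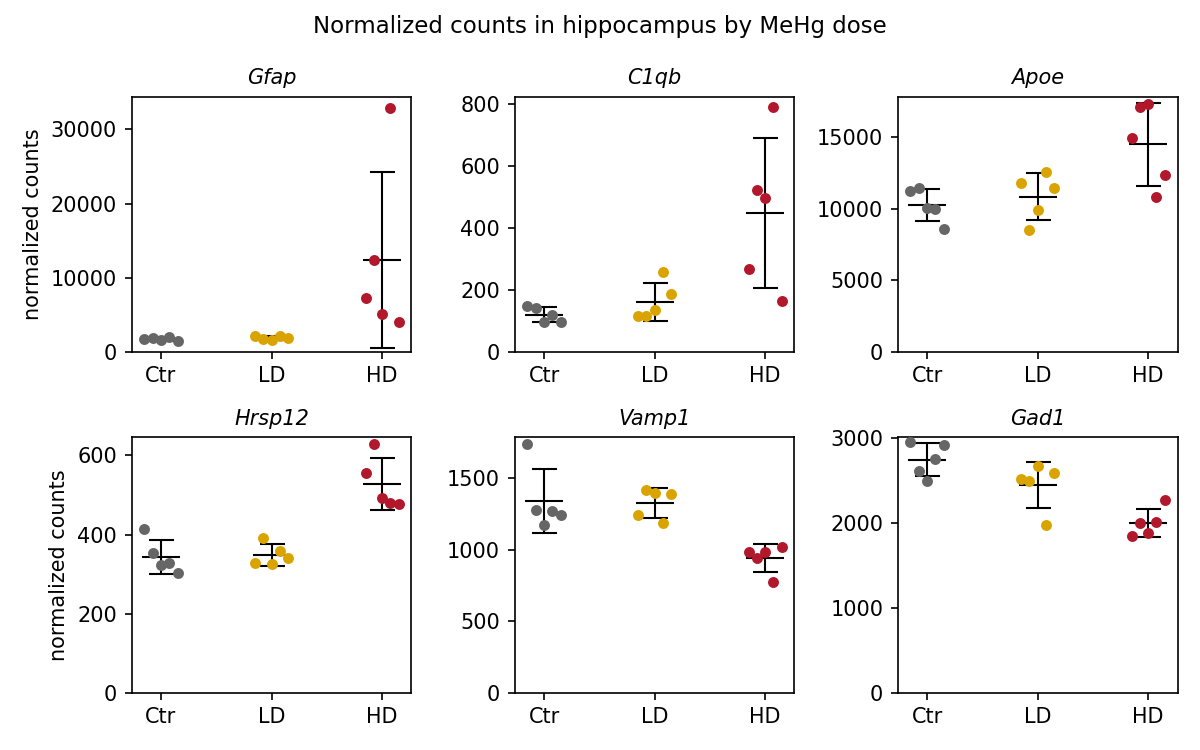
Normalized counts of Gfap, C1qb, Apoe, Hrsp12, Vamp1 and Gad1 in Ctr, LD and HD mice, with a point per mouse and the mean and SD of the 5 mice as bar and whiskers. The HD mice lie above all Ctr mice for Gfap, C1qb and Hrsp12 and below all Ctr mice for Vamp1 and Gad1.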

Additionally, GFAP and DCE1 were affected by the low dose MeHg on protein level. Of the abovementioned features, seven were upregulated and five were downregulated. Features upregulated by MeHg exposure were involved in antioxidant activity and handling of toxic metabolites (*APOE, CATA, RIDA*), calcium regulation (ANXA7), the neurological function (GFAP), the immune system (*C1QB*), and amino acid synthesis (*OAT*). 

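Among the other upregulated features, Apoe (ENSMUSG00000002985) had 14520 ± 2896 (SD, n = 5) normalized counts in HD against 10270 ± 1142 (SD, n = 5) in Ctr mice, and 4 of 5 HD mice lay above all Ctr mice (exact permutation p = 0.0238). Its log2 fold change was 0.48, with a limma adjusted p of 0.237 over all genes. Oat had a log2 fold change of 0.21 (exact permutation p = 0.0159).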

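Vamp1 (ENSMUSG00000030337) had 943 ± 96.8 (SD, n = 5) normalized counts in HD against 1340 ± 226 (SD, n = 5) in Ctr mice, a log2 fold change of -0.50 with a limma adjusted p of 0.0795 over all genes. Gad1, the gene of DCE1, fell from 2748 ± 197 (SD, n = 5) to 2006 ± 164 (SD, n = 5) normalized counts, a log2 fold change of -0.45 with a limma adjusted p of 0.0695. For both genes, and for Dusp3 with a log2 fold change of -0.34, all 5 HD mice lay below all 5 Ctr mice. Diras2 had a log2 fold change of -0.28 and Tspan2 of -0.29, and for each 4 of 5 HD mice lay below all Ctr mice.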

Of the downregulated features, one was involved in GTPase activity and neuronal development (*DIRA2*), downregulation of MAP kinases and subsequent effects on cellular proliferation and differentiation (DUS3), vesicle transport (*VAMP1*), regulation of neurotransmitter GABA (DCE1), and oligodendrocyte differentiation (*TSN2*).

**Table 2.** Features significantly overlapping between proteomic and RNA sequencing in main one-way ANOVA (*P* < 0.05) independent of MeHg exposure dose (Fig. 5). Yellow indicates upregulation and blue downregulation when compared with Ctr in two-group planned comparison test. Abbreviations: Ctr, control; LD, low dose; HD, high dose.

				Proteomics					RNA transcripts				
Ensembl ID	UniProt ID	Abb.	Prot. name	ANOVA (*P*)	Ctr vs LD	FC	Ctr vs HD	FC	ANOVA (*P*)	Ctr vs LD	FC	Ctr vs HD	FC
ENSMUSG00000002985	P08226	APOE	Apolipoprotein E	0.001	0.096	0.87	0.007	1.52	0.015	0.566	1.05	0.013	1.40
ENSMUSG00000003518	Q9D7X3	DUS3	Dual specificity protein phosphatase 3	0.009	0.802	0.99	0.009	0.82	0.037	0.641	0.96	0.011	0.79
ENSMUSG00000003585	Q99J08	S14L2	SEC14-like protein 2	0.033	0.614	0.96	0.081	1.19	0.041	0.057	1.17	0.037	1.19
ENSMUSG00000007891	P18242	CATD	Cathepsin D	0.023	0.299	0.93	0.066	1.48	0.003	0.690	1.03	0.011	1.94
ENSMUSG00000015085	O55026	ENTP2	Ectonucleoside triphosphate diphosphohydrolase 2	0.033	0.535	0.93	0.056	1.27	0.012	0.088	0.81	0.133	1.26
ENSMUSG00000020932	P03995	GFAP	Glial fibrillary acidic protein (GFAP)	0.001	0.024	0.82	0.007	2.97	0.000	0.356	1.08	0.002	5.24
ENSMUSG00000021814	Q07076	ANXA7	Annexin A7	0.007	0.093	0.91	0.041	1.14	0.008	0.364	0.96	0.043	1.12
ENSMUSG00000021939	P10605	CATB	Cathepsin B	0.015	0.558	0.95	0.044	1.39	0.048	0.632	0.98	0.088	1.27
ENSMUSG00000022323	P52760	RIDA	2-Iminobutanoate/2-iminopropanoate deaminase	0.003	0.937	1.01	0.006	1.48	0.000	0.790	1.02	0.000	1.53
ENSMUSG00000027187	P24270	CATA	Catalase	0.019	0.052	2.01	0.021	2.17	0.005	0.264	1.03	0.013	1.22
ENSMUSG00000027712	P48036	ANXA5	Annexin A5	0.017	0.170	0.92	0.079	1.14	0.033	0.382	0.93	0.089	1.39
ENSMUSG00000027858	Q922J6	TSN2	Tetraspanin-2 (Tspan-2)	0.045	0.214	0.76	0.025	0.58	0.015	0.962	1.00	0.012	0.82
ENSMUSG00000030337	Q62442	VAMP1	Vesicle-associated membrane protein 1 (VAMP-1) (Synaptobrevin-1)	0.022	0.962	0.99	0.009	0.63	0.001	0.979	1.00	0.003	0.71
ENSMUSG00000030934	P29758	OAT	Ornithine aminotransferase, mitochondrial	0.006	0.796	1.03	0.004	1.39	0.003	0.706	0.99	0.007	1.16
ENSMUSG00000036905	P14106	C1QB	Complement C1q subcomponent subunit B	0.008	0.880	1.08	0.008	5.10	0.002	0.195	1.29	0.003	3.29
ENSMUSG00000047557	P70202	LXN	Latexin	0.048	0.350	0.95	0.118	1.16	0.001	0.927	1.01	0.004	1.52
ENSMUSG00000047842	Q5PR73	DIRA2	GTP-binding protein Di-Ras2	0.020	0.249	0.89	0.009	0.75	0.025	0.619	0.98	0.039	0.82
ENSMUSG00000057193	Q8BY89	CTL2	Choline transporter-like protein 2	0.018	0.397	0.89	0.033	0.40	0.049	0.225	0.95	0.126	1.13
ENSMUSG00000059447	Q99JY0	ECHB	Trifunctional enzyme subunit beta, mitochondrial	0.042	0.315	0.93	0.090	1.17	0.010	0.540	0.98	0.027	1.10
ENSMUSG00000070880	P48318	DCE1	Glutamate decarboxylase 1	0.005	0.031	1.12	0.075	0.86	0.001	0.097	0.89	0.000	0.73

To further investigate the MeHg-induced effects, canonical pathways and upstream regulators, which were predicted to be significantly affected (*P* < 0.05) by IPA (Table S4A and B) for both RNA transcripts and protein differential expression, were determined (Fig. 5). Identified canonical pathways were lipopolysaccharide/interleukin-1 (LPS/IL-1) mediated inhibition of RXR function, apelin adipocyte signaling pathway, LXR/RXR activation, arginine biosynthesis IV, phagosome maturation, FXR/RXR activation, superoxide radical degradation, and glutamate degradation III. Further, several suggested upstream regulators were also found to be affected by both RNA and protein analyses dependent on dose (Fig. 5b).

**Fig. 5:**
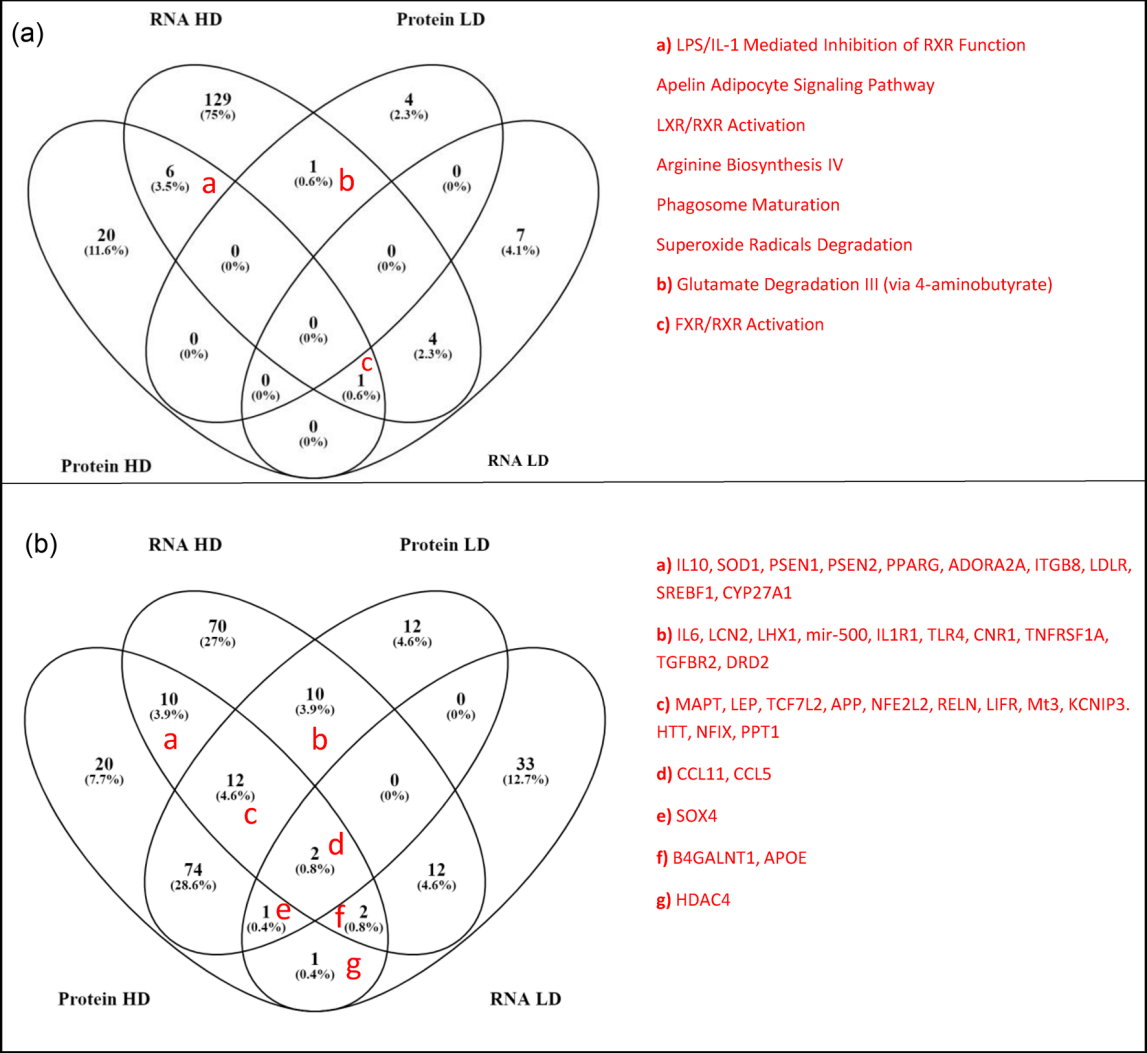
Overlapping canonical pathways and upstream regulators between RNA sequencing and proteomics, and LD and HD. (a) Overlapping significant canonical pathways (*P* < 0.05); “a” denotes overlap between HD RNA and HD protein; “b” denotes overlap for LD protein and HD RNA; and “c” denotes overlap for HD both for RNA and proteins and LD RNA. (b) Overlapping significant upstream regulators (*P* < 0.05); “a” denotes overlap between HD RNA and HD protein; “b” denotes overlap for LD protein and HD RNA; “c” denotes overlap for HD both for RNA and proteins and LD protein; “d” denotes overlap for all groups; “e” denotes overlap for LD and HD for proteins and LD for RNA; “f” denotes overlap for LD and HD for RNA and HD protein; and “g” denotes overlap for HD protein and LD RNA.

## Discussion

In this study, using transcriptomic and proteomic analyses of hippocampus from BALB/c mice, we demonstrate that known effects of MeHg, such as differentially expressed genes and proteins indicative of inflammation, metabolism, and neurotoxicity, are present at both low dose of MeHg (0.28 mg Hg kg^–1^ feed) and high dose of MeHg exposure (5 mg Hg kg^–1^ feed). The combined findings from both proteomic and RNA sequencing increase the confidence in the validity of these results irrespective of the statistical challenges encountered when both approaches were applied independently.

Seafood is the main dietary exposure source for MeHg in humans.^6^ Several fish species contain levels comparable to, or above, the levels of MeHg in the low dose diets of the present trial.^11,59^ Bioaccumulation of MeHg along the aquatic food chain can lead to higher levels of mercury in predatory fish and marine mammals.^2,5,60^ This fact presents a 2-fold threat. First, contents in seafood and seafood products consumed by humans may contain very high levels of MeHg.^61–^^64^ Second, in an ecotoxicological perspective, MeHg can pose a risk to the wildlife itself.^65^ Total mercury levels assessed in brain of several wildlife species like mink, striped dolphins, and otters have been detected in the same order of magnitude as observed in the mice exposed to the high dose MeHg in the present trial.^22^,^66–^^68^ Levels of Hg detected in the brain of the mice exposed to both LD and HD are also comparable to levels predicted in humans living in contaminated areas from studies using hair measurements.^69,70^ Previous studies have determined neurophysiological alterations by prenatal exposure to low levels of MeHg^71^; these authors have therefore stated that there are no “safe levels” of MeHg, which underlines the importance of low dose studies of MeHg.

No apparent changes in gross pathology were observed in our study. Still, alteration in the proteome and transcriptome, indicating toxic effects in the hippocampus after MeHg exposure, was demonstrated. Results from previous animal trials using similar low doses as the present study have shown motor function damage, coordination deficits, and learning impairments in rats.^72^ Also, reduced neuronal cell density and increased oxidative stress together with decreased antioxidant capacity have been observed in rats exposed to similar low doses of MeHg.^35,73^ Comparable levels of MeHg in cortex, as demonstrated in our study, have previously been reported to reduce cognitive performance.^74^ Other proteomic studies have in line with our findings displayed several effects of MeHg on molecular pathways, which include neurodegenerative processes and altered energy metabolism,^34,35^ indicating that despite the lack of pathology, early indicators of adverse effects by MeHg can still be determined in the hippocampal proteome and transcriptome.

A clear separation of the expression patterns in LD mice from both Ctr and HD mice was observed, suggesting that high and low MeHg doses can act by different mechanisms. However, due to relatively low statistical power, these results could also potentially be a statistical artifact due to too low sample size to determine sufficient effect size in the LD group. 

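Of the 1019 genes differentially expressed in HD mice, 70.9% changed in the same direction in LD mice, and for 66.3% the LD mean lay between the Ctr and HD means. Because the same Ctr mice enter both contrasts, both shares are raised even without an effect of the low dose. Their values without such an effect were not computed, so these shares do not show a graded response. No test of LD against HD mice was made.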

Still, together with the notion that MeHg can exert a non-monotonic effect,^18,19^ our results indicate the importance of investigating the effects of MeHg exposure at varying levels. Although clear differences between doses were found, we also detected some consistent effects across exposure levels, such as effects on energy metabolism and neurological development. This is in accordance with previous reports on MeHg toxicity in which effects on neuronal development and energy metabolism were detected.^4,34,35,75^ Effects of low levels of MeHg exposure have been reported in humans, resulting in neurocognitive effects through prenatal exposure,^76^ and the general acknowledgement of MeHg as a neurotoxic compound has been firmly established.^27^ Our results are in accordance with earlier studies demonstrating that a range of MeHg effects are dose dependent, but also according to our findings, transcriptomic and proteomic signatures indicate that potentially adverse neurological implications of early-life MeHg exposure can be present already at low dose exposure levels, whereas a higher dose may be required to observe the fuller extent of molecular pathways affected by MeHg.

Furthermore, when assessing overlapping canonical pathways affected by both low and high dose MeHg, we found that both LPS/IL-1 mediated inhibition of RXR function and superoxide radical degradation were significantly affected by both low dose and high dose MeHg on protein level. The RXRs play an important regulatory role in metabolism, such as glucose, fatty acid, and cholesterol metabolism,^77^ corroborating the notion that metabolism is affected independent of dose. 

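Cat, the gene of CATA, had 435 ± 59.7 (SD, n = 5) normalized counts in HD against 355 ± 13 (SD, n = 5) in Ctr mice, a log2 fold change of 0.28 (standard error 0.10, limma adjusted p = 0.32 over all genes). All 5 HD mice lay above all 5 Ctr mice (exact permutation p = 0.00794). In LD mice its count was 365 ± 14.4 (SD, n = 5), and the exact permutation p was 0.286.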

Superoxide radical degradation is mainly mediated by the feature *CATA*, which was found to be upregulated both after low dose and high dose exposure on the protein level and after high dose exposure on the RNA level. Superoxide dismutase (SOD) transcripts were also regulated in the high dose. 

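Of the superoxide dismutase genes, Sod3 had 125 ± 11.3 (SD, n = 5) normalized counts in HD against 89.0 ± 21.7 (SD, n = 5) in Ctr mice, a log2 fold change of 0.52 (exact permutation p = 0.0238, limma adjusted p = 0.285 over all genes). Sod1 had a log2 fold change of 0.14 (exact permutation p = 0.333) and Sod2 of -0.09 (exact permutation p = 0.603), each smaller than the spread between mice.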

Both CATA and SOD are important antioxidants important for maintenance of oxidative homeostasis in the cells.^78,79^ Oxidative stress is a well-known molecular mechanism of MeHg,^27^ and is in our study affected independently of dose.

An important aspect of this study is the combined use of RNA sequencing and proteomic profiling. Of note, the overlapping features identified at both RNA and protein levels were mostly concomitantly up- or downregulated suggesting consistency in regulation between the two methods. It should be noted that brain proteomics does not necessarily correspond well to gene expression^42^ due to the substantial role of post-transcriptional, translational, and protein degradation in the brain.^80^ 

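The RNA change in HD mice had the same direction as the paper's protein fold change for 19 of the 20 genes of Table 2. The exception was Slc44a2 (CTL2), which rose by 0.18 on the log2 scale in RNA (exact permutation p = 0.135). Of the 20 genes, 15 were up and 5 down. The paper chose these 20 for passing its ANOVA in both RNA and protein, with the RNA from these same libraries. The share of 19 of 20 thus does not describe genes outside this list.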

The latter may partly explain the low correlation between RNA-seq and proteomic findings in our study. Furthermore, post-translational modifications have also been highlighted as important for higher brain functions,^81^ and these have not been assessed in this study. Still, effects conserved between RNA and protein may be strong indications of a MeHg-induced response, despite general low effect sizes of differentially regulated proteins.

Most corresponding findings between RNA and proteins were in the high dose-exposed mice, which could indicate that expression of proteins and RNA transcripts in the brain is highly regulated until a certain threshold dose occurs. 

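In LD mice, 1 of the 20 genes of Table 2, Sec14l2 (S14L2), had an unadjusted limma p under 0.05, and 0 had an adjusted p under 0.05 over the 20 genes. The absolute log2 fold change was larger in HD than in LD mice for all 20. From the concentration of corresponding RNA and protein findings in HD mice, the paper raises the possibility that expression is tightly regulated in the brain until a threshold dose is reached.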

Expression levels of *VAMP1, DIRA2*, and *TSN2* involved in exocytosis and the release of neurotransmitter, glutamatergic and catecholaminergic neurons and neurogenesis, and oligodendrocyte development and immune functions, respectively,^82–^^86^ were downregulated indicating neurotoxicity as previously observed.^87,88^ Additionally, expression levels of *APOE, CATA*, and *RIDA* involved in antioxidative defense and handling of toxic reactive metabolites were upregulated, and superoxide radical degradation was observed as a canonical pathway in both transcriptomic and proteomic analyses. Oxidative stress has been suggested as a driving force in MeHg-induced neurotoxicity,^27,89^ where downregulation of *VAMP1, DIRA2*, and *TSN2* may indicate a detrimental effect of MeHg on the neuronal cells and neurotransmitter function. In addition, the possible increase in reactive oxygen species and oxidative stress by MeHg may have led to a compensatory upregulation of the *APOE, RIDA*, and *CATA* features with antioxidative properties. The additional upregulation of the protein *CATA* in the low dose-exposed mice may suggest that this antioxidant can be an early biomarker of MeHg toxicity, supporting oxidative stress as an effect of MeHg evident already by low dose exposures. However, whether the expression levels of specific features are a direct cause of MeHg exposure or compensatory mechanisms cannot firmly be established emphasizing the complexity of omics interpretation.

### Conclusion

We have shown that MeHg can induce differential protein and RNA expression at doses corresponding to relevant human and wildlife exposure levels. We identified dose-independent MeHg-regulated signatures involving effects on energy metabolism, oxidative homeostasis, and the nervous system function. Further, we have shown indications that expression of different proteins and RNA transcripts as well as associated pathways can be affected differently by low and high dose MeHg exposure, emphasizing the importance of dose-response studies when examining the toxicological effects of MeHg.

## Supplementary Material

mfab022_Supplemental_Tables Click here for additional data file.

## Data Availability

Protein and RNA expression data are provided in Tables S1 and S2, respectively. RNA raw data have been uploaded to the gene expression omnibus (GEO) with accession number GSE135381.

How the deposited data were processed for this re-analysis (not part of the article)

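Hippocampus RNA of 30 mice, 5 in each of 6 groups, was sequenced by the authors as single-end libraries. The Ctr, LD and HD groups are those the paper compares, and the Se_Ctr, Se_LD and Se_HD groups are labelled as given selenium and are not part of the paper's comparisons. The mapping of libraries to groups was taken from the sample labels. Reads were trimmed with TrimGalore, mapped with Hisat2 to the Ensembl build NCBIM37 and counted per gene with FeatureCounts by the authors. The deposited values are signal values that the authors made by dividing the read counts by DESeq2's size factors, after removing features with a row sum under 10 reads. They cover 21412 genes, and the lowest sum of a gene over the 30 libraries was 11 reads. Every value is a whole number of reads divided by one factor per library, and the factors equalled those recomputed with the median-of-ratios method over all 30 libraries. Reads were recovered from the values by this factor. Gene positions, symbols and biotypes were taken from the annotation of the same build, in which 21326 of the 21412 identifiers had a symbol and 86 had none.

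Reads counted on genes lay between 5768208 and 11510521 per library over the Ctr, LD and HD groups, with a mean of 8568492 and an SD of 1699735. A gene with a mean of fewer than 10 normalized counts carries a large counting error, and such genes made up 55.1% of the LD list and 23.8% of the HD list.

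The log2 of each normalized count plus 1 was fitted with limma 3.58.1 in R 4.3.3, with one coefficient per group, over the 15 libraries of Ctr, LD and HD and separately over the 15 selenium libraries. Genes with a sum of at least 10 normalized counts over the libraries of the fit were tested, which gave 20031 genes for Ctr, LD and HD and 19679 for the selenium groups. Each gene had a single variance for all groups of a fit, moderated with a trend. The standard errors and p-values of the contrasts rest on this shared variance, also where HD mice varied more than the others. A gene was counted as changed when the F test over the 3 groups and the contrast with the control both had an unadjusted p under 0.05, after the order of tests in the paper. Adjusted p-values are Benjamini-Hochberg values over all genes tested, without the condition on the F test. The effect of HD was compared between the diets with an interaction contrast over all 30 libraries and 21383 genes. Single genes and set scores were also compared with exact two-sided permutation tests of 5 mice against 5, for which the smallest p is 0.00794. Scores of 18 sets of marker genes were the mean over a set of log2 normalized count minus the gene's mean in the control group, over genes with a mean of at least 10 normalized counts.

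Genes are named by a rule fixed before the data were examined. It takes the genes of Table 2, Sod1, Sod2 and Sod3, the 5 genes with the lowest contrast p, and the 5 highest and 5 lowest log2 fold changes among changed genes with a mean of at least 10 normalized counts and all 5 exposed mice beyond all 5 controls. The text names a part of these genes, and one gene is not reported here, although counts of genes and groups still include it.

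The alternatives were pseudocounts of 0.1 and 10, a mean of at least 10 or no filter, quantile normalization, size factors recomputed within the fit, the set of 6 consecutive library numbers as a covariate, limma without the trend, an ordinary per-gene model, all 30 libraries in one fit, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, contrasts without the condition on the F test or on the 2 groups alone, genes centred without scaling in the PCA, sets scored by the median, and leaving out each mouse in turn. Added after seeing the data were reads thinned to the depth of the shallowest library, values centred within 20 bins of GC content and length, and the choroid plexus score as a covariate, and, for the microglia scores, the scores of other tissues and blood as covariates. A further 17 settings of the pseudocount, the handling of zeros and the 2-group test were run after seeing the data and the paper's counts, to see which come near those counts. They are reported in full as a search, and no result at a claim was taken from them.

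The methods were tested on simulated data with the real library sizes and gene means, in which 200 genes were changed by a log2 fold change of 1 in HD. The changed genes had a mean of at least 10 normalized counts. Genes were drawn independently, each with the same dispersion in every group. The simulation thus does not cover changes in genes of lower counts or a larger spread in HD mice. At an adjusted p under 0.05 limma recovered 149 (74.5%) with 9 false calls, edgeR 150 with 9, DESeq2 157 with 32 and the ordinary per-gene model 132 with 10. Tables were handled with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9. The proteomic measurements and the pathway analyses were not analysed here.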

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

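The tests of the microglia and activated microglia scores against depth, other tissue and blood, and the limits by which scores with single mice left out were judged, were chosen only after the result was seen, as were the comparison of set scores between the diets and the regrouping counts for adjusted p-values, while Dixon's ratio, the set scores and the gene tests were chosen before the data were examined.

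Within groups of 5 mice, 19 of 214 groups had one mouse far from the others by Dixon's ratio (critical value 0.71), where chance gives 10.7. Among the genes these included Vamp1 in HD library 21 (ratio 0.718) and in Ctr library 1 (0.788), Sod1 in HD library 9 (0.934), Lhfpl1 in Ctr library 1 (0.718), Xkrx in LD library 26 (0.719), Rhobtb2 in Ctr library 1 (0.733), A930033H14Rik in HD library 9 (0.823), Lepr in Se_Ctr library 28 (0.712), Fam38b in Se_Ctr library 16 (0.838) and Maf in Se_Ctr library 28 (0.772). The ratio was 1 for 4933427I22Rik in Ctr library 19 and Gm13706 in LD library 26, where that library held 1 read and the others 0. Among the set scores they were homeostatic astrocyte in Ctr library 1 (0.792), inhibitory neuron in Se_Ctr library 28 (0.803), endothelial in Se_Ctr library 22 (0.738), selenoprotein in Se_Ctr library 28 (0.745) and cholesterol synthesis in Se_Ctr library 16 (0.733). The reads on genes of HD library 15 lay below those of the other HD mice (0.821). Ctr library 1 and Se_Ctr libraries 16 and 28 account for most of these, and no technical or biological explanation of the far values was tested. Leaving out each mouse in turn kept the log2 fold change of Vamp1 in HD between -0.54 and -0.40 and of Maf in Se_HD between 0.32 and 0.37.

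In HD mice, 23 of the 26 genes with an adjusted p under 0.05 lie outside Table 2. Among them are Tyrobp, named by the rule for its low contrast p, and C1qa, C1qc, Csf1r, Ctss, Cd68 and Fcer1g. Those other than Tyrobp were picked for naming after their values were seen. No other of the 100 splits of the Ctr and HD mice gave as many genes as the real one (1 of 100 with the real one), and the highest other split gave 10. The microglia score, from genes listed before the data were examined, was higher in HD than in Ctr mice by 1.03, in 5 of 5 mice. On reads thinned to equal depth the difference was also 1.03 (exact permutation p = 0.00794), and with one mouse left out it did not fall under 0.84, so depth and a single mouse do not explain it. The erythrocyte score was lower in HD mice, with a difference of -0.55 (exact permutation p = 0.365), and thus gave no sign of more red blood cells. The paper reports slightly lower hemoglobin in HD mice, and the score does not measure white blood cells. Of the choroid plexus, thalamus and striatum scores the choroid plexus score had the lowest exact p (0.167) and was higher in HD mice by 1.28. With the choroid plexus, thalamus or striatum score as a covariate, one at a time, the microglia difference did not fall under 0.82 (highest exact permutation p = 0.0159, n = 5 each). With the erythrocyte score it was 1.07 (exact permutation p = 0.0159). These tissues and red blood cells thus do not account for the difference, while immune cells from blood were not tested. GC content and gene length were not tested for this score. A higher share or activity of microglia at the high dose is a candidate explanation and stands as a hypothesis, and the scores do not separate share from activity.

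The change of the microglia score by HD was smaller on the selenium diet, by a difference of -0.96 (exact permutation p = 0.00337, adjusted p = 0.0607 over 18 sets). It was 1.03 without and 0.07 with selenium. The highest exact p with one mouse left out was 0.0167, and on thinned reads it was 0.00287. The homeostatic astrocyte score differed in the same way by -0.28 (exact p = 0.0476, adjusted p = 0.428). Over the same genes in both diets, the activated microglia change was 1.06 without and 0.29 with selenium. That difference of -0.77 had an exact p of 0.0956 (adjusted p = 0.43). The difference was -0.67 for the reactive astrocyte score (exact p = 0.23) and -0.16 for the NRF2 target score (exact p = 0.129). Over single genes, 0 had an adjusted interaction p under 0.05 and 1021 (4.77%) an unadjusted one. All 100 of 100 regroupings gave as many adjusted genes, which every regrouping does for a count of 0. No set passes the correction over 18 sets. A log2 shift shared by all mice of a diet cancels here, because each change is taken against the control group of its own diet. Se_Ctr against Ctr mice gave 0 genes with an adjusted limma p under 0.05 (lowest adjusted p 0.913). A difference in handling between HD and control mice within a diet was not tested, so the pattern cannot be told apart from it. With the choroid plexus, thalamus or striatum score as a covariate the microglia difference stayed at -0.90 or further from 0 (highest exact permutation p = 0.00768). With the erythrocyte score it was -0.99 (exact permutation p = 0.00224). These tissues and red blood cells thus do not account for the difference, while immune cells from blood were not tested. An effect of selenium on the response to MeHg could be a biological explanation, and it stands as a hypothesis.

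The paper does not report on the selenium groups. There, the score of the activated microglia set was higher in Se_HD than in Se_Ctr mice by 0.32 and that of the NRF2 target set by 0.12, in 5 of 5 mice each (exact permutation p = 0.00794, adjusted p = 0.0952). The activated microglia score used 10 genes here and 13 in HD against Ctr mice, so these differences are not over the same genes. The reactive astrocyte score was higher by 0.31 (exact p = 0.0317, adjusted p = 0.229) and the cholesterol synthesis score was lower, with a difference of -0.10 (exact p = 0.0397, adjusted p = 0.26). Among the genes with the lowest contrast p were C4b (log2 fold change 0.84), Mpeg1 (0.42), Maf (0.34) and Ctla2a (0.79), and all 5 Se_HD mice lay above all Se_Ctr mice for each of these. The lowest adjusted p was 0.0979. By count, 0 genes had an adjusted p under 0.05 in Se_HD against Se_Ctr mice and 825 an unadjusted one, and the 100 of 100 splits with as many adjusted genes are no test of a count of 0. With the condition on the F test there were 405 genes, and 39 of 100 splits gave as many. The count was 388 on thinned reads, 400 with the library set as a covariate and 582 with the choroid plexus score as a covariate. With each mouse left out in turn, the activated microglia difference stayed between 0.26 and 0.37 and the log2 fold change of C4b between 0.74 and 0.97. The number of genes is thus within what chance splits give, while the direction of the HD genes was shared in 73.4% of cases (exact permutation p = 0.00794). The choroid plexus score was higher in Se_HD mice by 0.70 (exact permutation p = 0.159), but with the choroid plexus, thalamus or striatum score as a covariate the activated microglia difference did not fall under 0.31 (highest exact permutation p = 0.0238), and with the erythrocyte score it was 0.33 (exact permutation p = 0.0159). These tissues and red blood cells thus do not account for the higher activated microglia score, while immune cells from blood were not tested. The other sets and the single genes were not tested in this way.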

How the results depend on the processing

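The alternatives from the pseudocount to the single mice left out were set before the data were examined. Thinned reads, GC and length bins, the choroid plexus covariate and the 17 searched settings were chosen after seeing the data. The unadjusted count was higher for HD than for LD under each setting run. In the selenium groups this order reversed with the choroid plexus covariate, to 667 for Se_LD and 582 for Se_HD, and without Se_LD replicate 17, to 553 and 453. No paired analysis was possible because no 2 groups share a library number, and sets of 6 consecutive numbers were used as a covariate.

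The number of adjusted genes depended most on the test. Against 20 genes in the F test and 26 in HD, a pseudocount of 0.1 gave 11 and 17, a pseudocount of 10 gave 13 and 11, edgeR 101 and 45, DESeq2 221 and 173, all 30 libraries in one fit 178 and 209, and limma without a trend and the ordinary per-gene model 0 and 0, where unadjusted tests count 1320 and 1671. A mean of at least 10 gave 12 in the F test, the GC and length bins 43, and thinned reads 17 in HD. In simulated data DESeq2 made 32 false calls and limma 9.

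For unadjusted counts, all 30 libraries in one fit gave 2024 genes in the F test, 516 for LD (main value 292) and 1519 for HD (1019). The same fit gave 238 in both doses (138), 143 for Se_LD (288) and 224 for Se_HD (405). Contrasts without the condition on the F test gave 603 for LD, 1671 for HD, 652 for Se_LD and 825 for Se_HD. A mean of at least 10 gave 137 for LD and 65 in both. In the search, a pseudocount of 0.01 with unequal variances gave 90 in both and genes without a zero gave 81. The share of LD genes that rose, 56.2%, was 48.4% in edgeR, 49.8% in DESeq2, 48.9% on thinned reads and 44.6% with zeros taken as missing. The share of HD genes that rose was 66% in the main test, 51.4% with zeros taken as missing and 55.2% with genes without a zero or with log2 of zeros set to 0. The searched setting with values under 1 set to 1 gave 1295, 294, 876 and 120 genes, the paper's counts.

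Adjusted genes in Se_HD (0, with 825 unadjusted) were 1 with the library set as covariate, 1 in the ordinary per-gene model, 4 in DESeq2 and 2 with the choroid plexus covariate. A pseudocount of 0.1 gave 1 adjusted gene for Se_Ctr against Ctr (0, with 855 unadjusted), and DESeq2 gave 11 for the interaction (0, with 1021 unadjusted). The share of LD genes with the same direction in Se_LD, 46.7%, reversed to 51.8% in edgeR, 52.5% in DESeq2, 50.4% on thinned reads and 53.6% with the choroid plexus covariate. The first component of the PCA of regulated genes held 50% with a mean of at least 10 and 50.2% with the library set removed. Without selection by the group test, where the main value was 15.2%, it held 18% with a mean of at least 10 and 14.7% without a filter. It held 18.8% with the library set removed and 13.9% with genes centred only. The endothelial score in Se_HD reversed to -0.0011 with quantile normalization and the selenoprotein score to -0.0014 scored by the median. For these changes the cause was not tested. For single genes and sets, each value under another setting was compared with its main value. Of these comparisons 1225 stayed the same, 31 became weaker and 9 stronger.

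Across the fits that each left out one mouse, the counts ran from 974 to 1484 in the F test (2 to 64 adjusted), from 252 to 363 for LD, from 720 to 1156 for HD (3 to 76 adjusted), from 115 to 212 in both, from 226 to 553 for Se_LD and from 322 to 554 for Se_HD (0 to 2 adjusted, with 825 unadjusted in the main test), and from 0 to 21 for the adjusted interaction. The share with the same direction ran from 41.2% to 53.6% for LD and from 70.7% to 75.5% for HD. The first component ran from 37.3% to 47.6% for regulated and from 15.3% to 16.9% for all genes, and 15 to 18 genes of Table 2 passed. These ranges include a change of sign for Se_HD scores: endothelial -0.0726 to 0.0467, erythrocyte -0.29 to 0.12, excitatory hippocampal neuron -0.11 to 0.0128, homeostatic astrocyte -0.0086 to 0.0368, immediate early gene -0.21 to 0.0446, inhibitory neuron -0.14 to 0.0485, oligodendrocyte -0.12 to 0.11, metallothionein -0.0629 to 0.0874, selenoprotein -0.0096 to 0.0524, striatum -0.0591 to 0.14 and thalamus -0.16 to 0.0684. The thalamus score in HD ran from -0.24 to 0.10 and Tyrobp in Se_HD from -0.0112 to 0.20.

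Depth limits genes of low counts most. In the LD list 55.1% of genes had a mean under 10 normalized counts, and in the HD list 23.8%.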

Differences from the paper's values

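The paper's library size is 15 ± 2 M reads, and the reads counted on genes in the 15 libraries of Ctr, LD and HD had a mean of 8.57 M. The first counts sequenced reads and the second reads assigned to genes in the deposited table, so the measures are not the same, and none of the alternatives set before the data were examined bears on this value.

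The counts of changed genes differed from the paper's by less than 1.5-fold. They were 1320 against the paper's 1295 regulated transcripts, 292 against the paper's 294 for LD, 1019 against the paper's 876 for HD and 138 against the paper's 120 for the overlap. Size factors recomputed within the 15 libraries, an alternative set before the data were examined, gave 294 genes for LD, with 1323, 1019 and 139 for the other counts. After the data and the paper's counts had been seen, 17 settings were searched for ones near the paper's counts. One of them, an ordinary per-gene F test and equal-variance 2-group tests over all 21412 genes with values under 1 set to 1 before log2, gave 1295 regulated genes, 294 for LD (148 up/146 down), 876 for HD (505 up/371 down) and 120 in both, each equal to the paper's count. The paper's text does not name this handling of low values, and a setting found by such a search was not used for any result above.

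The paper lists Anxa7 among the features changed in HD mice at the RNA level, where the unadjusted limma p was 0.065. It was under 0.05 with quantile normalization, the ordinary per-gene model, all 30 libraries in one fit, DESeq2 and the exact permutation test (p = 0.0476), and with the GC and length correction and the choroid plexus covariate, both chosen after seeing the values. Hadhb, for which Table 2 gives a changed RNA level in HD mice and an F test past the threshold, had an unadjusted limma p of 0.139 in the contrast and 0.152 in the F test. The contrast was under 0.05 in the ordinary per-gene model and in the exact permutation test (p = 0.0238). Slc44a2, also in Table 2, had an F test p of 0.0686. Ctsb and Anxa5 passed an unadjusted p of 0.05 in the limma contrast here and do not pass in Table 2. In the exact permutation test their p-values were 0.0714 and 0.0794.

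The paper states that superoxide dismutase transcripts were regulated at the high dose. Sod3 had an unadjusted limma p of 0.00604, and Sod1 had 0.365 and Sod2 0.552. The paper describes the 3 groups as clearly separated in the PCA. The between-group share on the first 3 components was 73.9%, and 39 of 100 groupings of the mice had a share as large when the genes were selected again in each.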

Other observations

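The tests of depth, choroid plexus, GC content and the clock genes, and the regrouping counts for adjusted p-values, were chosen only after the result was seen.

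More genes changed in HD than in LD mice. The HD count was 946 on reads thinned to equal depth, against 270 for LD, and 875 with the choroid plexus score as a covariate, against 296 for LD, so the depth of the control libraries and choroid plexus tissue do not account for the difference. With GC and length bins centred the HD count was 1165 and the LD count 334, but 75.7% of the LD genes had a GC content, below the 80% needed, so this check is void because the reference sequences cover protein-coding transcripts. In the random splits, 5 of 100 splits of the Ctr and HD mice gave at least 1019 genes and 87 of 100 splits of the Ctr and LD mice gave at least 292, the real splits included. Neither count is thus larger than chance splits of the mice could give at a share under 0.05. Adjusted genes were 0 for LD, with 603 unadjusted, and 100 of 100 splits gave as many, which every split does for a count of 0.

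Over the 3 groups, 15 of 100 regroupings gave at least 1320 genes in the F test, 2 of 100 gave at least 20 adjusted genes and 43 of 100 gave an overlap of at least 138. In the PCA, 39 of 100 regroupings separated the groups as strongly after the genes were selected again, so this separation cannot be told apart from the selection of genes by the group test.

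The genes changed in HD kept their direction in Se_HD mice, which share no mouse with them, in 73.4% of cases (exact permutation p = 0.00794, the smallest that 5 against 5 allow). For the genes changed in LD the share in Se_LD was 46.7% (exact permutation p = 0.698). Of the 26 adjusted HD genes, 25 were tested in the selenium groups, where 22 had the same direction, 8 had an unadjusted p under 0.05 and all 25 had a smaller absolute log2 fold change. The median log2 fold change of the rising genes was 1.7 in HD and 0.16 in Se_HD mice. These genes were chosen for their HD values, which alone gives smaller changes in a second set of mice, and the interaction had 0 adjusted genes with 1021 unadjusted.

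In Se_LD against Se_Ctr mice 288 genes changed, and 83 of 100 splits gave as many. The endothelial score was higher in Se_LD mice by 0.09, with 3 of 5 mice above all Se_Ctr mice (exact permutation p = 0.0238, adjusted p = 0.191). For the selenium diet alone, Se_Ctr against Ctr mice, 0 genes had an adjusted p under 0.05 and 855 (4%) an unadjusted one, and the 100 of 100 splits with as many adjusted genes are again no test.

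Per2 was lower in LD mice. A difference in the time of day of tissue collection is a candidate explanation, for which a score of 9 clock genes in phase with Per2 was tested. It differed by -0.43 in LD mice, with 4 of 5 mice below all Ctr mice (exact permutation p = 0.0159). It differed by -0.19 in HD mice (exact p = 0.365) and by 0.19 in Se_LD mice (exact p = 0.246). The times of collection are not in the labels, and an effect of the low dose on the clock genes was not separated from it.

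The count of Ttr, a choroid plexus gene named after its values were seen, ranged from 545 to 28515 normalized counts among Ctr mice, from 353 to 27998 among LD mice and from 96 to 34026 among Se_LD mice. Among HD mice it ranged from 6424 to 26739. Within every group, the lowest chi-square per degree of freedom between libraries was 2.97, so no pair within a group was a repeat of the same counts. Pairs of libraries from different groups were not compared.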
